# Transcriptome Analysis Reveals Distinct Patterns of Long Noncoding RNAs in Heart and Plasma of Mice with Heart Failure

**DOI:** 10.1371/journal.pone.0077938

**Published:** 2013-10-29

**Authors:** Danhua Li, Geng Chen, Jichun Yang, Xiaofang Fan, Yongsheng Gong, Guoheng Xu, Qinghua Cui, Bin Geng

## Abstract

**Objective:**

To assess the global changes in and characteristics of the transcriptome of long noncoding RNAs (LncRNAs) in heart tissue, whole blood and plasma during heart failure (HF) and association with expression of paired coding genes.

**Methods:**

Here we used microarray assay to examine the transcriptome of LncRNAs deregulated in the heart, whole blood, and plasma during HF in mice. We confirmed the changes in LncRNAs by quantitative PCR.

**Results:**

We revealed and confirmed a number of LncRNAs that were deregulated during HF, which suggests a potential role of LncRNAs in HF. Strikingly, the patterns of expression of LncRNA differed between plasma and other tissue during HF. LncRNA expression was associated with LncRNA length in all samples but not in plasma during HF, which suggests that the global association of LncRNA expression and LncRNA length in plasma could be biomarkers for HF. In total, 32 LncRNAs all expressed in the heart, whole blood and plasma showed changed expression with HF, so they may be biomarkers in HF. In addition, sense-overlapped LncRNAs tended to show consistent expression with their paired coding genes, whereas antisense-overlapped LncRNAs tended to show the opposite expression in plasma; so different types of LncRNAs may have different characteristics in HF. Interestingly, we revealed an inverse correlation between changes in expression of LncRNAs in plasma and in heart, so circulating levels of LncRNAs may not represent just passive leakage from the HF heart but also active regulation or release of circulatory cells or other cells during HF.

**Conclusions:**

We reveal stable expression of LncRNAs in plasma during HF, which suggests a newly described component in plasma. The distinct expression patterns of circulatory LncRNAs during HF indicate that LncRNAs may actively respond to stress and thus serve as biomarkers of HF diagnosis and treatment.

## Introduction

In analyses of the human transcriptome, most transcripts have little or no protein-coding capacity but rather are noncoding RNAs [1], which adds novel content to traditional protein-centric molecular biology [2]. MicroRNAs (miRNAs), a class of small noncoding RNAs, are critical in biology and medicine [3]. However, long noncoding RNAs (LncRNAs), defined as noncoding RNA molecules greater than 200 nt, represent most of the noncoding RNAs but remain among the least well understood [4],[5].

When LncRNAs were discovered, they were considered not to have important function [5] because of their low conservation, low expression level and high tissue specificity [5]–[7]. In recent years, a number of LncRNAs have been found to have important and diverse functions [8], [9]. LncRNA-related dysfunction has been found to play critical roles in various diseases [10], [11], including cancers [12], cardiovascular diseases [2], and neurodegeneration diseases [13]. Depending on the LncRNA and disease database (LncRNA Disease [14]), LncRNAs are associated with more than 150 diseases. Therefore, LncRNAs are becoming important biological molecules for understanding the mechanisms of disease and for exploring biomarkers for disease diagnosis and treatment.

Heart failure (HF) is a complex clinical syndrome that causes high morbidity and mortality [15], [16]. HF has a complex genetic basis [17], [18], and a number of biological molecules are potential biomarkers [19] or therapeutic targets [20]. However, these molecules are protein-centric, and although they have been associated with benefit for patients with HF, the main problems of HF are still far from being solved.

Recent studies have reported that miRNAs are involved in the pathophysiologic aspects of HF and could be novel biomarkers of HF [21], so revealing a role for noncoding RNAs may help in HF diagnosis and treatment. However, the role of LncRNAs in HF is still unknown. In the present study, we used microarray assay and identified a number of LncRNAs that are deregulated in heart tissue, whole blood, or plasma during HF in a mouse model. Moreover, we reveal a stable global expression of LncRNAs in plasma. Strikingly, the expression patterns of LncRNA in HF plasma differed from and even contrasted with those in heart tissue, whole blood, and normal plasma. LncRNAs play roles in HF and, as molecules in HF plasma, may represent a novel approach for HF diagnosis and treatment.

## Materials and Methods

### Materials

Male C57BL/6J mice (18–20 g) were provided by the Animal Department, Health Science Center, Peking University. All animal care and experimental protocols complied with the Animal Management Rules of the Ministry of Health of the People’s Republic of China and the guide for the Care and Use of the Laboratory Animals of Peking University. The protocol was approved by the Laboratory Animal Management Committee of Peking University (Permit no.: 2012-0013). All animals were housed in SPF class condition and were killed under sodium pentobarbital anesthesia. TRIZOL reagent was from Invitrogen (NY, USA). RNeasy minicolumn was from Qiagen (Valencia, CA). The GoScript Reverse Transcription System (cDNA synthesis kit) and Go Taq qPCR Master Mix (SYBR green assay) were from Promega (Madison, WI). Other chemicals and reagents were of analytical grade.

### HF Model

The acute HF mouse model was induced by subcutaneous injection of isoproterenol (40 mg/kg/day) for 1 week [22] in 50 mice. Another 50 mice were injected with physiological levels of saline (0.2 mL/day) as a control. At the end of the experiment, 10 mice in each group were anesthetized with pentobarbital sodium (30 mg/kg, intraperitoneal administration). Hemodynamic parameters including heart rate, left ventricular systolic pressure (LVSP), left ventricular end diastolic pressure (LVEDP), maximal left-ventricular pressure development (LV+/−dp/dtmax) were measured by use of an intraventricular catheter from the right carotid artery linked to a Powerlab (4S, Australia). At the end of the experiment, the mice were killed, hearts were quickly removed and paraffin slices were prepared. Hematoxylin and eosin (H&E) staining was used to assess myocardial injury.

### RNA Extraction

Another 10 treated mice were killed and hearts were quickly removed and rinsed with cold sterile phosphate buffered saline (PBS; prepared with DEPC water), about 20 mg heart tissues was collected and stored in liquid nitrogen. Five samples of about 100 mg heart tissues were collected, and total RNA was extracted by use of TRIZOL reagent (Invitrogen, NY, USA). Other heart tissues were collected, and total RNA was extracted, then reverse-transcribed to cDNA for quantitative PCR analysis.

Whole blood was collected by enucleation of eyeballs. A total of 100 µL whole blood from each mouse was transferred to a tube and 1 mL whole blood was collected. Total RNA of the whole blood sample was isolated by standard one-step phenol extraction methods by use of a whole-blood RNA extraction kit (Applygen, Beijing).

Plasma was obtained by centrifugation of EDTA-blood at 1600 g for 10 min, and supernatant was centrifuged at 12000 g for 5 min at 4°C. In total, 1.6 mL clean plasma (from 10 mice) was filtered through a 0.22-µm filter (MILLEXGV; Millipore), then mixed with 2 mL TRIZOL reagent and 0.4 mL chloroform. The mixture was centrifuged at 12000 g for 5 min at 4°C, then the aqueous layer was transferred to a new tube, 1.5 mL 70% ethanol was added, then applied to an RNeasy minicolumn (Qiagen) according to the manufacturer’s recommendations. After DNase digestion, total RNA was eluted with 20 µL RNase-free water and stored in liquid nitrogen [23].

### Microarray Analysis of LncRNA and mRNA Expression

Total RNA from heart, whole blood, and plasma from five pairs of mice including five mice with HF and five mice of normal control was mixed as biological replicates, respectively. Total RNA from each sample was then quantified by use of NanoDrop ND-1000 (Thermo Fisher Scientific Inc.). The expression profiles of mouse genome-wide LncRNAs (File S1) were detected using Arraystar Mouse LncRNA Microarray v2.0, which also detected the expression profiles of mouse genome-wide protein-coding transcripts (File S2) at the same time. For microarray analysis, Agilent Feature Extraction software (version 11.0.1.1) was used to analyze the acquired array images. Quantile normalization and subsequent data processing were performed using the GeneSpring GX v11.5.1 software package (Agilent Technologies). After quantile normalization of the raw data, LncRNAs that at least 2 out of 2 samples have flags in Present or Marginal (“All Targets Value”) were chosen for differentially expressed LncRNAs screening. To identify differentially expressed LncRNAs, we performed a Fold Change filtering between the paired samples (HF vs. normal control) (Fold Change > = 2.0). The threshold for upregulation was fold change ≥2.0 and downregulation ≤0.5. We have submitted the microarray data to Gene Expression Omnibus (accession number: GSE48885).

### Quantitative PCR Analysis

cDNA samples were prepared from total RNA of heart tissues, whole blood and plasma by reverse transcription. In total, 28 LncRNAs were analyzed by SYBR green I dye-based detection with specific primer sequences (Table S1). The relative expression of LncRNAs was determined by the 2^−ΔΔCt^ method with housekeeping gene-GAPDH expression to normalize the data.

### Statistical Analysis

For microarray data, to identify differentially expressed LncRNAs, we performed a Fold Change filtering between the paired samples (HF vs. normal control) (Fold Change > = 2.0). We estimated the relationship between expression profiles of the six samples using Spearman’s correlation. We used multiple dimensional scaling (MDS) to map the six samples on a 2-D Euclidian space based on the similarity of their expression profiles. In addition, Fisher’s exact test was used to compare the relationship between differential expression of LncRNAs and their genomic neighbor mRNAs. For quantitative PCR data, we used unpaired *t* test to compare the expression of LncRNAs between HF samples and control samples. P<0.05 was considered statistically significant. All the above analysis was performed using R, a free statistical software. The clustering analysis of LncRNA length-expression relationships between samples and LncRNAs was performed by the software Cluster 3.0 and the heatmap of clustered result was generated by the software TreeView.

## Results

### Local Changes of LncRNAs in Acute HF

Isoproterenol induces continuous activation of β-adrenergic receptor, then increases energy consumption in cardiomyocytes, thus causing insufficient relative local energy and myocardial cell injury as with ischemic alterations and HF. Here, we confirmed the isoproterenol-induced HF in mice as elevated mRNA level of brain natriuretic protein (a molecular marker of HF; Fig. 1A and B), local necrosis in endocardium, hyperplasia of fibroblasts (Fig. 1C and D), and impaired cardiac pump function evidenced by lowered LV±dp/dt_max_ and increased LVEDP (Table 1, P<0.01).

**Figure 1:**
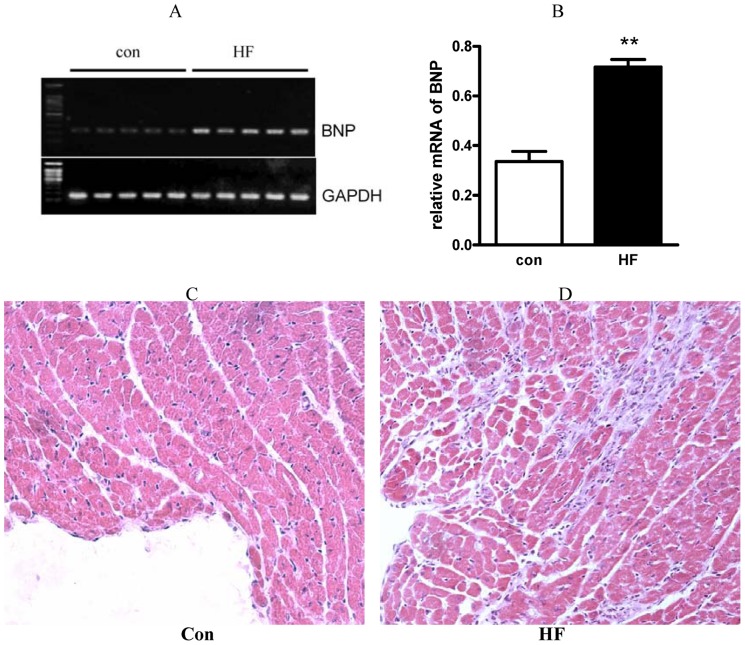
Detection of biomarkers of heart failure by BNP mRNA and necrosis of myocardial tissues. (A): BNP and housekeeping gene GAPDH gene transcription were amplified by RT-PCR assay, then the PCR productions were separated in a 1.5% agarose gel, and stained with ethidium bromide. (B): Relative BNP mRNA expression (relative to that of GAPDH) were quantified by analysis of bands density. The heart of control mice (C) and mice with heart failure (D) were performed hematoxylin and eosin staining, and local necrosis in endocardium, hyperplasia of fibroblasts were showed in heart failure heart. **, p<0.01 compared with control.

**Table 1:** The changes of hemodynamics.

	HR(beats)	LVSP(mmHg)	LVEDP(mmHg)	LV+dp/dt_max_(mmHg/s)	LV−dp/dt_max_(mmHg/s)
Con	532±32	112±12	4.67±2.2	5563±321	5322±339
HF	546±47	108±21	16.8±5.4**	3214±485**	2647±517**

Data are mean±SD. Con: control, HF: heart failure, HR: heart rate, LVSP: left ventricular systolic pressure, LVEDP: left ventricular end diastolic pressure, LV+dp/dt_max_: the maximal left-ventricular systolic pressure development, LV**−**dp/dt_max_: the maximal left-ventricular diastolic pressure development.

** *P*<0.01 versus control.

In this acute HF model, we found 518 LncRNAs upregulated and 908 downregulated (Table S2) by high-output microarray analysis. 

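Isoproterenol, an agonist of the β-adrenergic receptor, was given at 40 mg/kg/day for 1 week, and control mice received saline. The paper states that RNA of 5 mice was mixed for each group and tissue. Each of the 6 mixtures was hybridised to 1 array, so no condition had a replicate. Differences between HF and control therefore carry no test, p value or SD. The microarray had 61194 spots of 59729 probes apart from control spots. The authors read the array images with Feature Extraction (version 11.0.1.1), which subtracts the background from each spot, and the deposited signals were not normalized between arrays. Log2 signals were averaged over the spots of a probe and quantile normalized over the 6 arrays. A probe counted as detected on an array if it was flagged as well above background and not as an outlier spot. LncRNAs could be named for 6574 probes of lincRNAs and 962 probes of ultraconserved regions, a set of 7536 LncRNA probes chosen after the files had been opened. Probes that carry only the number of the array maker are outside this set and were not counted as changed LncRNAs in the main setting. Some of them, held here in File S1, were used for the correlations of length and level. In the heart, 31.4% of the 7536 LncRNA probes were detected in the control mixture and 18.7% in the HF mixture, and both arrays lay on the same slide. Among 15 probes printed 20 times on each array, the 14 detected in heart had a median SD between spots of 0.06 on the log2 scale in control heart and 0.05 in HF heart.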

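Of the 1336 LncRNA probes detected on both heart arrays, 108 (8.08%) were at least 2-fold higher in HF heart and 319 (23.9%) were at least 2-fold lower. The median log2 fold change of these 1336 probes was -0.40. With a normexp background correction in place of that of Feature Extraction, 33 were higher and 155 lower. Table S2 of the paper lists 77 upregulated and 228 downregulated LncRNAs of the same sources. All 77 and all 228 were at least 2-fold changed in the listed direction when no detection was required. Of these, 10 upregulated and 3 downregulated LncRNAs were detected on both arrays, and the other 67 and 225 were detected on only 1 of them. The largest rises among probes detected on both arrays were those of mouselincRNA1081+, with a log2 fold change of 7.46 and an error within the arrays of 0.32, and of humanlincRNA0622-, with 6.73 and an error of 0.30. The largest falls were those of AI552925, at -3.27 with an error of 0.30, and of MM9LINCRNAEXON11837+, at -2.98 with an error of 0.29. With the normexp background these rises were 4.86 and 4.41 and these falls -1.93 and -1.71. The error within the arrays therefore does not cover how far the sizes depend on the background. An ultraconserved LncRNA of the primer list of Table S1 lies on chromosome 17 of mm9 from 52604753 to 52604970 on the minus strand. It was well above background in control heart only, and its signal there was at least 1.44-fold that of HF heart. This bound sets the brighter level against the higher of the level of the probe on the dimmer array and the lowest level among probes detected there.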

Quantitative-PCR identified the relative expression of 5 significantly upregulated and 5 downregulated LncRNAs from 10 HF mice. Five LncRNAs were upregulated and 4 downregulated in HF hearts as compared with control hearts (all P<0.05; Fig. 2A and B).

**Figure 2:**
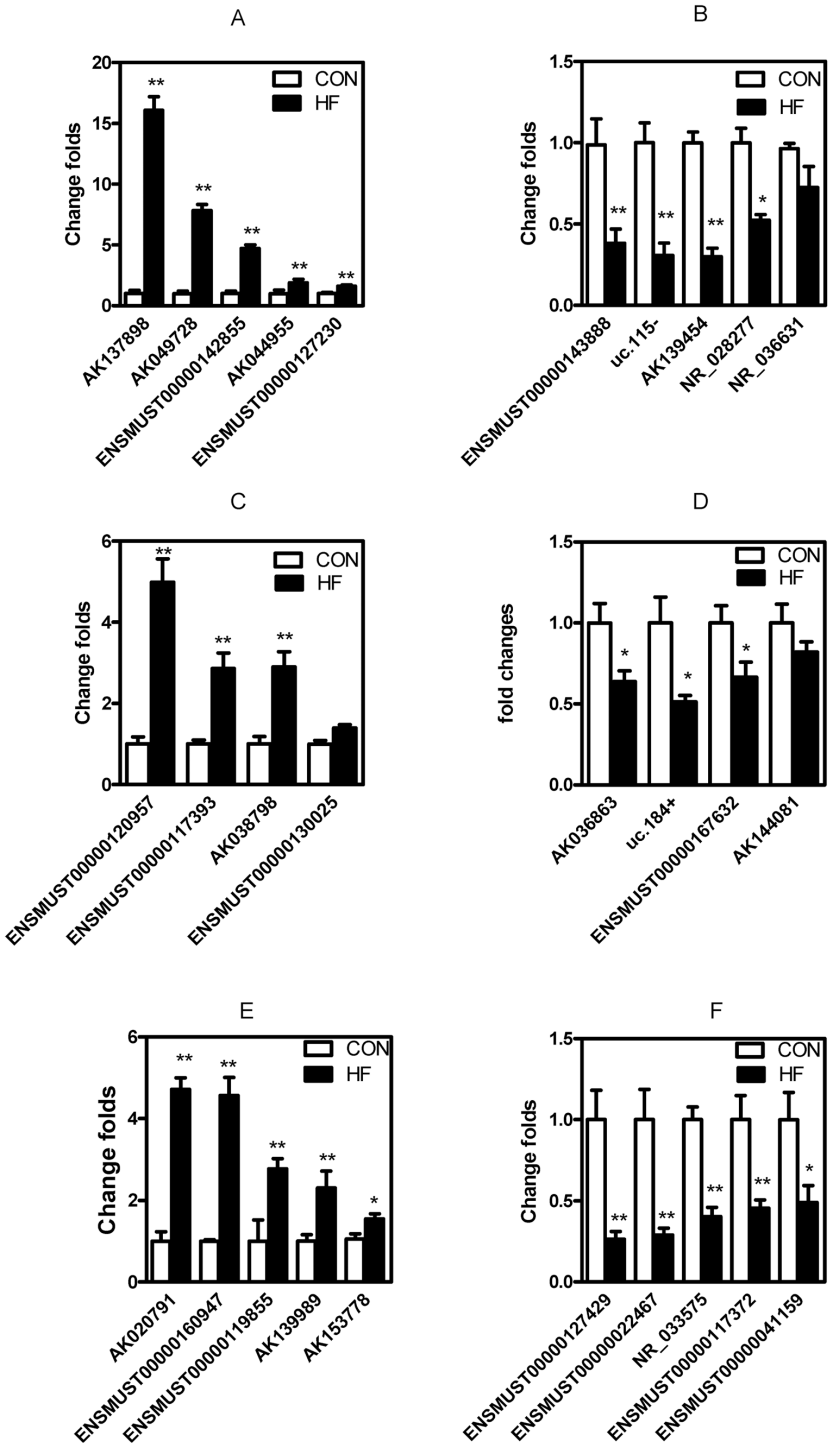
Screen for expression of deregulated long noncoding RNAs (LncRNAs) by quantitative RT-PCR assay. Five upregulated (A) and downregulated (B) LncRNAs in the heart, four upregulated (C) and downregulated (D) LncRNAs in the whole blood, five upregulated (E) and downregulated (F) LncRNAs in the plasma (E and F) were assayed by quantitative RT-PCR assay and using GAPDH housekeeping gene to normalize these data. *, **, p<0.05, p<0.01 compared with control.

### Changes in Expression of Circulatory LncRNAs in Acute HF

Plasma is an essential part of extracellular fluid contributing to balance of homeostasis. Disordered homeostasis plays a vital role in the pathogenesis of HF. HF-induced circulatory dysfunction accelerates homeostasis disorder. Thus, we hypothesized that LncRNAs might act as biomarkers of HF. We analyzed changes in expression of LncRNAs in whole blood and clean plasma. 

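Whole blood and plasma were hybridised to 4 arrays of the same design, 1 for each mixture of HF and control RNA. The microarray paragraph of the paper gives 5 mice for each mixture, while its RNA extraction paragraph describes plasma and whole blood drawn from a larger number of mice. The array of HF whole blood and that of HF plasma lay on the same slide as the heart arrays, and those of control whole blood and control plasma lay on another slide. Slide and heart failure cannot be told apart in the blood arrays, and with 1 array per condition no fit could hold the slide as a block. The share of the 59729 probes detected was 25.0% in control whole blood, 29.8% in HF whole blood, 33.5% in control plasma and 29.0% in HF plasma. The 99th percentile of the signal was 28756 in control whole blood and 6296 in HF whole blood, and 21256 in control plasma and 6770 in HF plasma. In control whole blood 30411 spots, and in HF plasma 25588 spots, held the same lowest value, so dim spots of these arrays have no order. Among 1200 spots of negative control probes, 12.4% were flagged as well above background in HF plasma and 4.33% in control plasma. The same share was 2.92% in control whole blood and 0.583% in HF whole blood. Signals were normalized and filtered as for the heart.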

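In plasma, 1299 of the 7536 LncRNA probes were detected on both arrays. Of these, 499 (38.4%) were at least 2-fold higher in HF plasma than in control plasma and 239 (18.4%) at least 2-fold lower. A further 615 LncRNA probes were detected in HF plasma only and 630 in control plasma only. These are not counts of presence and absence, since bright probes flagged as outlier spots also count as undetected. AK217838, for example, was undetected in control plasma at a log2 level of 16.10, and BY668174 in HF plasma at 13.96. With no detection filter the counts rose to 1699 higher and 1069 lower, and 21.7% of the negative control spots then also changed at least 2-fold. The largest rises among probes detected on both arrays were those of humanlincRNA1211+, with a log2 fold change of 9.36 and an error within the arrays of 0.30, and of BY365123, with 9.09 and an error of 0.31. The largest falls were those of AV038163, at -6.24 with an error of 0.20, and of BQ550698, at -6.14 with an error of 0.20. With the normexp background these rises were 8.07 and 7.61 and these falls -6.22 and -6.18. The ultraconserved LncRNA on chromosome 17 was 51.0-fold higher in HF plasma.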

Microarray analysis revealed 1619 upregulated and 1582 downregulated LncRNAs in plasma during HF. Whole blood showed 1139 upregulated and 1506 downregulated LncRNAs (Table S3). 

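In whole blood, 1110 LncRNA probes were detected on both arrays, of which 229 (20.6%) were at least 2-fold higher in HF whole blood and 328 (29.5%) at least 2-fold lower. Without the filter these numbers were 1275 and 1400, and 18.5% of negative control spots passed the same threshold. Among LncRNAs of the same sources, the paper's Table S3 lists 216 upregulated and 329 downregulated in whole blood, of which 2 and 23 were detected on both arrays. For plasma, the table as held here gives 1609 upregulated LncRNAs, with 370 upregulated and 235 downregulated of these sources, and 40 and 8 of them were detected on both plasma arrays. CF742613 rose most in whole blood, by a log2 fold change of 6.24, followed by AV464199 with 5.60, with errors within the arrays of 0.21 and 0.26. MM9LINCRNAEXON11972+ fell by 4.72 and BB710262 by 4.43, with errors of 0.22 and 0.24. With the normexp background the log2 fold changes were 6.01, 4.76, -4.10 and -3.41 in that order. Another ultraconserved LncRNA of Table S1 lies on chromosome 11 of mm9 from 31833618 to 31833847 on the plus strand. It was well above background in control whole blood and control plasma but not in HF whole blood or HF plasma. Its level was at least 20.8-fold higher in control whole blood than in HF whole blood and at least 15.4-fold higher in control plasma than in HF plasma.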

We also identified the relative expression of some LncRNAs in whole blood (Fig. 2C and D) and plasma (Fig. 2E and F). This is the first report of LncRNAs globally existing in plasma. 

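In control plasma, 1929 of the 7536 LncRNA probes were detected, a share of 25.6% (95% Wilson interval 24.6% to 26.6%). In HF plasma the number was 1914, or 25.4% (24.4% to 26.4%). These intervals cover the sampling of probes only. The shares have different backgrounds, since 4.33% of negative control spots were flagged as well above background in control plasma and 12.4% in HF plasma. The detected probes of control plasma comprised 1765 probes of lincRNAs and 164 of ultraconserved regions, and those of HF plasma 1765 and 149. In whole blood 1428 LncRNA probes were detected in control mice and 1681 in HF mice. From such detection by microarray, the paper states that LncRNAs exist globally in plasma.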

More intriguingly, AK143260 (Bvht), an LncRNA well known to be required for cardiovascular lineage commitment in embryogenesis [24], was significantly downregulated in plasma of HF mice (Table S3). This finding further indicates that LncRNAs represent a novel component of plasma and could be biomarkers for diseases.

### Characteristics of LncRNAs with Changed Expression in HF

Structurally different RNAs engage in diverse mechanisms that lead to different regulatory outcomes. The primary sequences of most LncRNAs are not conserved and their function is still unclear. Some of the LncRNAs converge on chromatin to silence multiple genes located on the overlapping and non-overlapping sides. Thus, we analyzed the association of these LncRNAs with coding genes and classified them as sense-overlapping (LncRNA exon overlaps with a coding transcript exon on the same genomic strand), intronic (LncRNA intron overlaps the coding transcript intron on the same genomic strand), antisense-overlapping (LncRNA exon is transcribed from the antisense strand and overlaps with a coding transcript exon), non–antisense-overlapping (LncRNA is transcribed from the antisense strand without sharing overlapping exons), bidirectional (LncRNA is oriented head to head with a coding transcript within 1000 bp), intergenic (no overlapping or bidirectional coding transcripts). We found evidence of intronic and non-antisense overlapping for LncRNAs with changed expression in the heart (Fig. 3A), whole blood (Fig. 3B), and plasma (Fig. 3C) with HF. About 50% of LncRNAs were intergenic, about 40% were sense- and antisense-overlapping and fewer than 10% were bidirectional.

**Figure 3:**
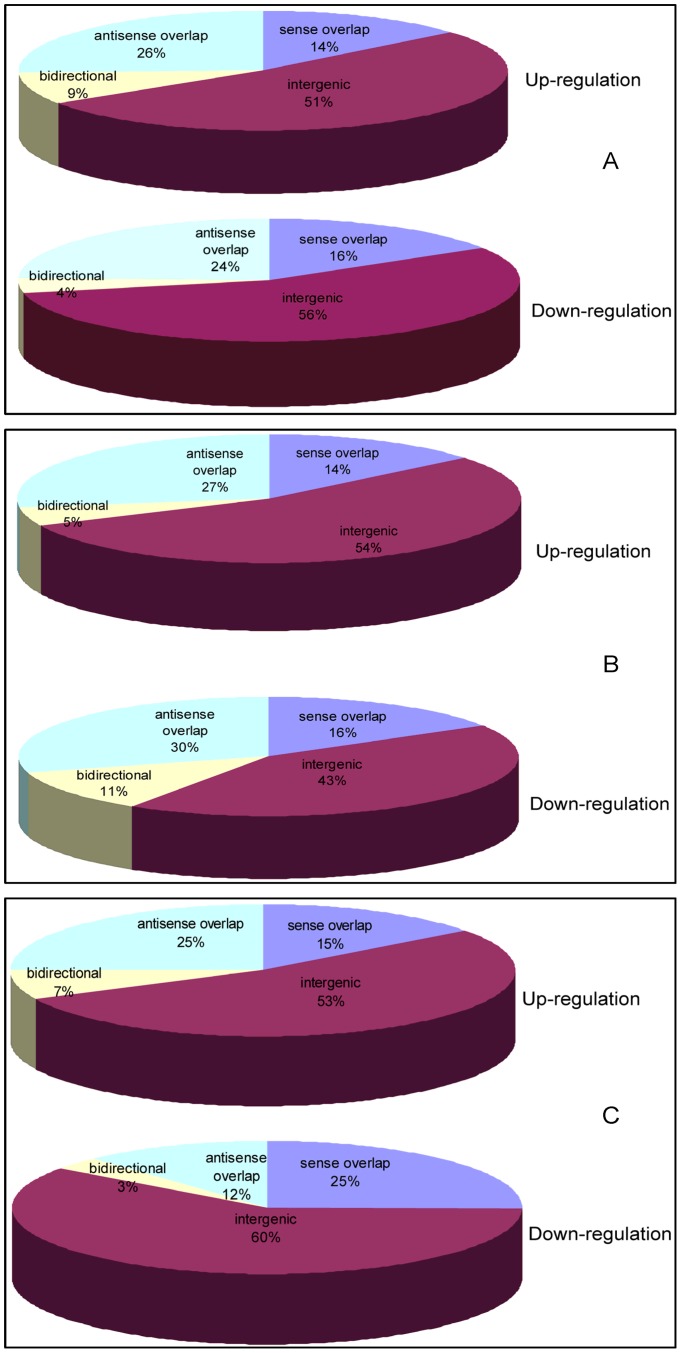
Distribution of various classes of LncRNAs in changed LncRNAs. We analyzed the ratio of four classes (sense overlap LncRNAs, antisense overlap LncRNAs, bidirectional LncRNAs, and intergenic LncRNAs) in total changed LncRNAs in the heart (A), the whole blood (B) and the plasma (C) during heart failure.

We next evaluated the co-changing of the expression difference of LncRNAs between any two samples for the six samples using Spearman’s correlation analysis. 

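Heart and plasma were compared across the 796 LncRNA probes detected on all 4 of their arrays. Spearman's rho of the log2 fold changes was -0.25, with a 95% bootstrap interval from -0.32 to -0.19, and 63.3% of the probes changed in opposite directions. The correlation is across probes, which are not independent replicates, and the interval covers the sampling of probes only, and no test was made across probes. When no detection was required, rho was -0.10. For heart and whole blood, rho was 0.33 (0.27 to 0.40) over 823 probes, and for plasma and whole blood it was 0.08 (0.01 to 0.14) over 873 probes.

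**Figure D1:**
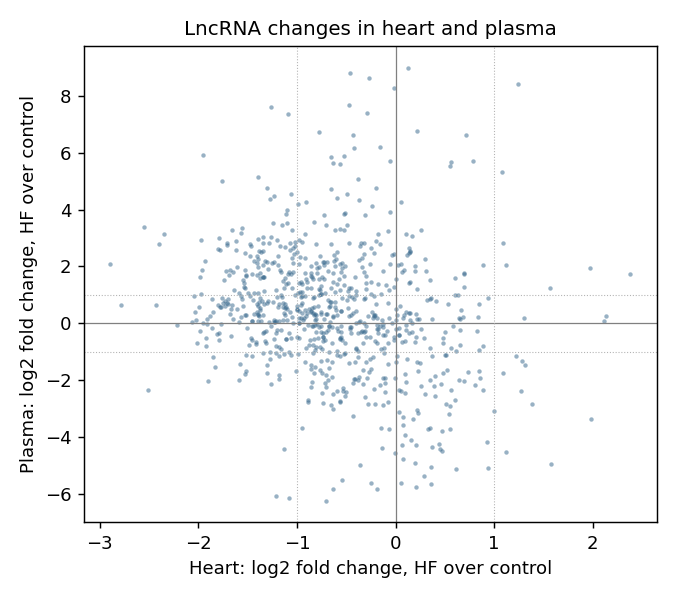
Each point is 1 of 796 LncRNA probes detected on all 4 arrays, with its log2 fold change of HF over control in heart on the horizontal axis and in plasma on the vertical axis. Dotted lines mark 2-fold changes, and the upper left part, lower in HF heart and higher in HF plasma, holds more points beyond them than the other corners.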

More strikingly, we found an inverse correlation between the fold change of LncRNAs in plasma and heart (R = −0.24, P = 2.2e-16, Spearman’s correlation), in that LncRNAs upregulated in the heart during HF tend to be downregulated in plasma, and vice versa. In contrast, LncRNAs upregulated in plasma tend to be downregulated in heart, and LncRNAs downregulated in plasma tend to be upregulated in heart (P = 7.7e-6, Fisher’s exact test, Fig. 4A). 

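By the 2-fold rule, 153 LncRNA probes changed in both heart and plasma. Of the 137 that were lower in HF heart, 110 were higher in HF plasma and 27 lower. Of the 16 that were higher in HF heart, 7 were higher in HF plasma and 9 lower. The odds ratio of this table was 0.19, with an exact conditional 95% interval from 0.06 to 0.64 that takes the probes as independent. With no detection filter it was 0.61. From this opposition the paper reasons that LncRNAs in plasma might not be the result of simple leakage from the heart.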

To visualize these relationships, we used these data to further map the findings for heart, whole blood, and plasma into a 2-D Euclidian space by multiple dimensional scaling (MDS) analysis. 

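Classical MDS of 1 minus Spearman's rho between the changes placed heart at -0.56, whole blood at -0.13 and plasma at 0.69 on the first axis. On the second axis whole blood lay at 0.31, plasma at -0.11 and heart at -0.20.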

The pattern in plasma clearly differed from that in heart (Fig. 4B). The negative correlation between the fold change in expression of LncRNAs in plasma and heart revealed that plasma LncRNAs might be not the result of simple leakage or passive results of HF but could be actively secreted from heart and other tissues.

**Figure 4:**
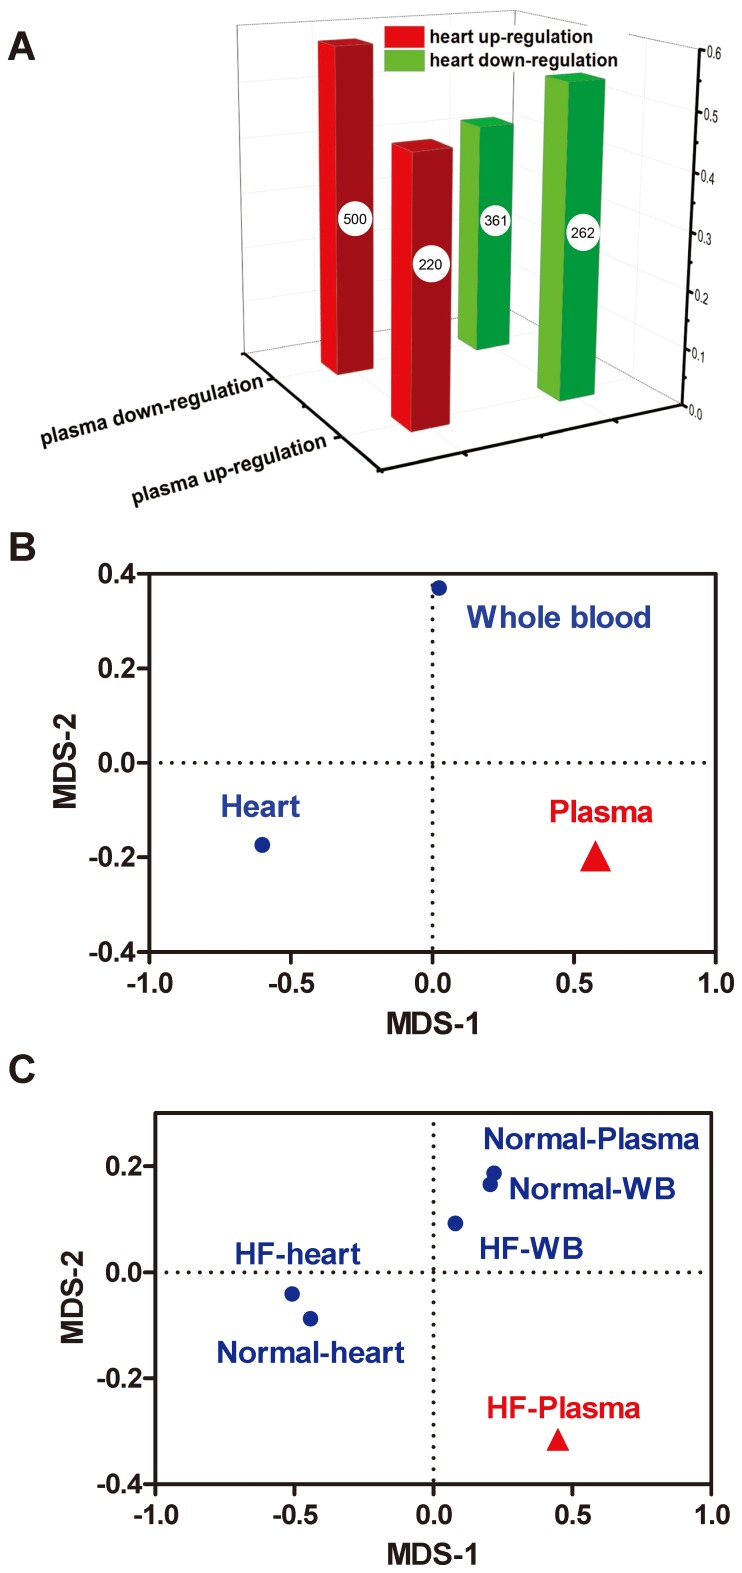
Relationships of deregulated LncRNAs among heart, whole blood, and plasma. The plasma tends to show inverse tendency with the heart (A). That is, LncRNAs upregulated (downregulated) in heart tend to be downregulated (upregulated) in plasma. The relationship among heart, whole blood, and plasma based on multiple dimensional scaling (MDS) coordinates of their correlation distance of deregulated fold was shown in (B). The relationship among heart, whole blood, and plasma based on multiple dimensional scaling (MDS) coordinates of their correlation distance of expression profile was shown in (C).

We wondered if it was the normal plasma or the HF plasma that contributed to the contrasting pattern of LncRNA deregulation in plasma and heart during HF. For this purpose, we investigated relationships between the LncRNA expression profiles of normal heart, HF heart, normal whole blood, HF whole blood, normal plasma, and HF plasma with MDS mapping of correlation data. The result showed that correlations for HF plasma with other samples were lower than for other comparisons. 

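Profiles were compared across the 3467 LncRNA probes detected on at least 1 of the 6 arrays. The mean rho of HF plasma with the other 5 arrays was 0.40 (95% bootstrap interval 0.38 to 0.43), and that of the other 10 pairs was 0.62 (0.61 to 0.64). HF plasma correlated with HF heart at 0.26, with control heart at 0.31, with HF whole blood at 0.42, with control whole blood at 0.50 and with control plasma at 0.53. Among the other pairs, rho ranged from 0.48 for HF heart and control whole blood to 0.88 for control whole blood and control plasma. The arrays of that last pair lay on the same slide, as did those of HF plasma and HF whole blood. Over the 690 probes detected on all 6 arrays, the mean rho of HF plasma with the others was 0.49 and that of the other pairs was 0.67.

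**Figure D2:**
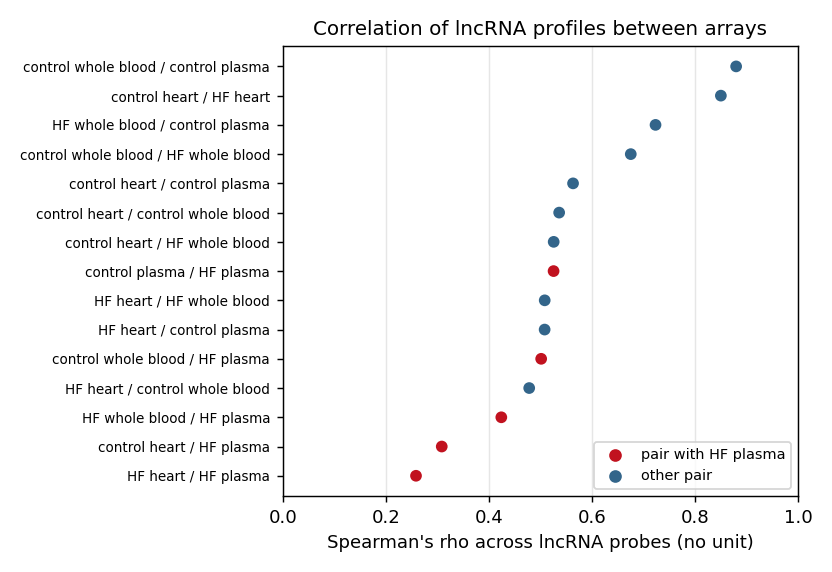
Spearman's rho across 3467 LncRNA probes on the horizontal axis, from 0 to 1, for each of the 15 pairs of arrays, listed from the highest at the top. The 5 pairs with HF plasma, in red, lie between 0.26 and 0.53, and the other 10, in blue, between 0.48 and 0.88.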

As well, MDS analysis revealed that the expression of LncRNAs in HF plasma was distinct from that in other samples (Fig. 4C).

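In classical MDS of these correlations, HF plasma lay at 0.39 on the first axis and -0.23 on the second. Control plasma lay at 0.09 and 0.11, next to control whole blood at 0.10 and 0.13, and HF whole blood at 0.03 and 0.19. Both hearts lay at -0.10 on the second axis, with control heart at -0.28 and HF heart at -0.33 on the first. From the place of HF plasma, the paper concludes that its LncRNA expression is distinct from that of the other samples.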

It is known that gene length is negatively correlated with gene expression [25]. For LncRNAs, here we also found negative correlations between LncRNA length and expression (Table 2). The other five samples but the HF plasma all showed significantly negative correlation between LncRNA length and LncRNA expression level. However, the correlation between LncRNA length and expression level in HF plasma decreased greatly and even disappeared, especially for LncRNAs that are antisense or bidirectional molecules of protein-coding genes (Table 2, Fig. 5). This is the first report of a link between greatly decreased or disappeared correlation between molecule length and expression and pathogenesis. 

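Lengths were taken from the 4326 LncRNAs of File S1 that were held here, the start of a longer table, of which 4313 are classed as intergenic. The values describe these LncRNAs only. Spearman's rho of length and level, across LncRNAs, was -0.13 in control heart (95% bootstrap interval -0.15 to -0.10), -0.13 in HF heart (-0.16 to -0.10) and -0.13 in control whole blood (-0.16 to -0.10). In HF whole blood it was -0.12 (-0.15 to -0.09) and in control plasma -0.13 (-0.16 to -0.10). Quantile normalization leaves these rank correlations as they are.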

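In HF plasma, rho of length and level over the same LncRNAs was -0.07 (95% bootstrap interval -0.10 to -0.04), the nearest to 0 of the 6 arrays. Over the 1584 LncRNAs detected on all 6 arrays it was -0.01 in HF plasma and between -0.16 and -0.10 in the others. Antisense and bidirectional LncRNAs were not analysed here. From the weaker correlation in HF plasma, the paper proposes that evaluating it in plasma may help to tell physiologic from pathologic features.

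**Figure D3:**
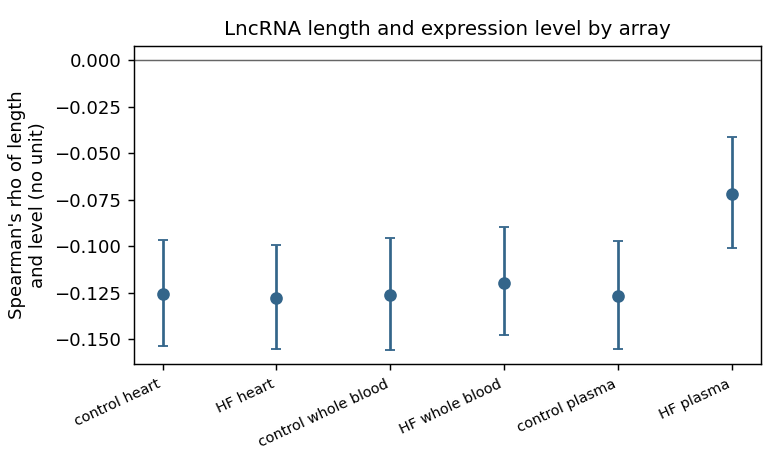
Spearman's rho of LncRNA length and level, without unit, for each of the 6 arrays, with 95% bootstrap intervals over 4326 LncRNAs. HF plasma lies at -0.07, and the other arrays lie between -0.13 and -0.12.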

Our findings may have clinical significance because of the discrimination of physiologic and pathologic features by evaluating the global correlation between LncRNA length and expression in plasma.

**Figure 5:**
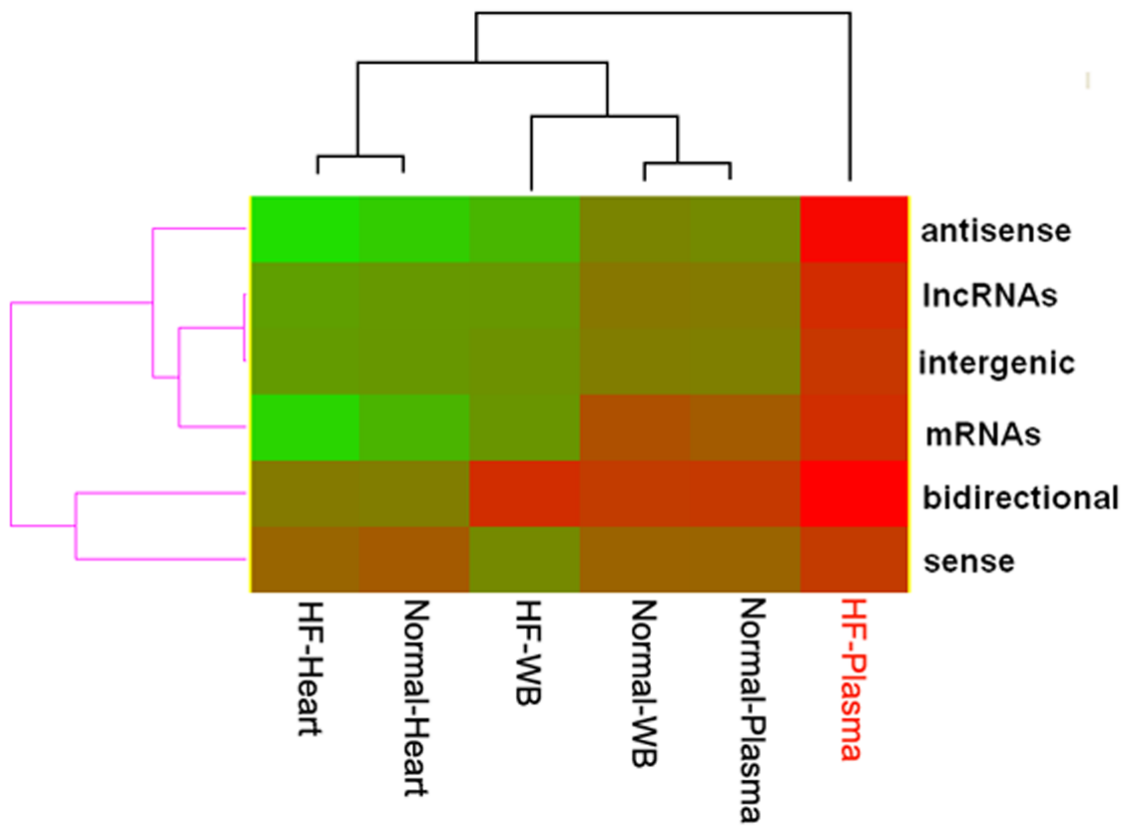
Bi-clustering heatmap of the relationship between LncRNA length and expression level across LncRNAs and samples. There are significant negative correlations between LncRNA length and expression level for all classes of LncRNAs in HF heart, normal heart, HF whole blood (WB), normal WB, and normal plasma. However, the correlation was significantly decreased and even disappeared in HF plasma.

**Table 2:** Correlation between LncRNA length and expression in 6 normal and heart failure (HF) samples from mice.

*Length*	*HF Heart*	*Normal Heart*	*HF WB*	*Normal WB*	*HF Plasma*	*Normal Plasma*
Total	–0.17	–0.17	–0.17	–0.13	**–0.05**	–0.17
P value	<2.2e-16	<2.2e-16	<2.2e-16	<2.2e-16	**1.6e-8**	<2.2e-16
Antisense	–0.24	–0.22	–0.207	–0.15	**–0.01**	–0.24
P value	<2.2e-16	<2.2e-16	<2.2e-16	<2.2e-16	**0.66**	<2.2e-16
Bidirectional	–0.13	–0.14	–0.05	–0.07	**0.01**	–0.06
P value	3.8e-5	2.5e-5	0.13	0.04	**0.84**	0.05
Sense	–0.11	–0.10	–0.15	–0.11	**–0.07**	–0.11
P value	6.1e-9	2.3e-7	3.1e-15	1.2e-8	**6.5e-4**	8.2e-9
Intergenic	–0.17	–0.17	–0.16	–0.14	**–0.06**	–0.14
P value	<2.2e-16	<2.2e-16	<2.2e-16	<2.2e-16	**1.1e-6**	<2.2e-16

Data are correlation coefficients (Spearman correlation) and p levels.

LncRNAs, long non-coding RNAs; WB, whole blood.

### Possibility of LncRNA as a Biomarker in HF

To screen the possibility of LncRNAs as biomarker response to HF, we analyzed the LncRNAs with changed expression among heart, plasma and whole blood during HF. As a result, we identified 32 overlapped differentially expressed LncRNAs that showed significant change in expression in all of the three samples (heart, plasma, and whole blood) during HF (Table 3). 

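Of the 690 LncRNA probes detected on all 6 arrays, 69 changed at least 2-fold in heart, plasma and whole blood alike. With the normexp background correction 29 did, and with no detection filter 281. Of the 32 LncRNAs of Table 3, 6 could be matched to a probe by name. All 6 changed in the directions that Table 3 gives, but none was well above background on all 6 arrays, and none was among the 69. MM9LINCRNAEXON10893+, on chromosome 3 of mm9 from 105528807 to 105529914 on the plus strand, was detected on both arrays of whole blood and of plasma. It was 7.14-fold lower in HF whole blood and 86.2-fold higher in HF plasma. MM9LINCRNAEXON10421- was at least 7.91-fold lower in HF whole blood and at least 5.75-fold lower in HF plasma. MM9LINCRNAEXON10032-, on chromosome X, was at least 5.34-fold higher in HF heart.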

Most of the changes were consistent in plasma and whole blood, whereas about 50% of the LncRNAs showed an inverse tendency in expression between heart and plasma or whole blood. These LncRNAs might be possible biomarkers of HF.

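Among the 69 LncRNA probes that changed in all of the 3 tissues, 37 changed in the same direction in plasma and whole blood and 32 in opposite directions. Opposite directions in heart and plasma were seen for 50 of them, and in heart and whole blood for 22. Only 3 were higher in HF in every tissue, and 14 were lower in every tissue.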

**Table 3:** Changed LncRNAs among heart, plasma and whole blood.

*LncRNA name*	*Relationship with gene*	*Changes of LncRNA*			*Associated Gene ID*
		*Heart*	*Plasma*	*Whole blood*	
ENSMUST00000118506	intergenic	+	+	+	
ENSMUST00000121157	intergenic	+	+	+	
ENSMUST00000119799	intergenic	+	+	+	
ENSMUST00000118172	intergenic	+	+	+	
ENSMUST00000118572	intergenic	+	+	+	
uc007qxl.1	antisense overlap	+	+	−	14088
uc007qgn.1	intergenic	+	−	−	
AK082011	bidirectional	+	−	−	72401
MM9LINCRNAEXON10032−	intergenic	+	−	−	
NR_024599	intergenic	+	−	−	
ENSMUST00000120198	intergenic	+	−	−	
ENSMUST00000156391	bidirectional	−	−	+	72151
ENSMUST00000150754	intergenic	−	−	+	
ENSMUST00000152379	bidirectional	−	+	−	56397
MM9LINCRNAEXON10893+	intergenic	−	+	−	
AK155808	intergenic	−	+	−	
AK141702	intergenic	−	−	−	
AK156805	intergenic	−	−	−	
uc008uuw.1	intergenic	−	−	−	
MM9LINCRNAEXON10133−	intergenic	−	−	−	
AK015845	intergenic	−	−	−	
uc007xrw.1	intergenic	−	−	−	
NR_037610	sense overlap	−	−	−	18472
AK157007	intergenic	−	−	−	
ENSMUST00000149914	bidirectional	−	−	−	83691
AK044386	intergenic	−	−	−	
MM9LINCRNAEXON10681+	intergenic	−	−	−	
MM9LINCRNAEXON10421−	intergenic	−	−	−	
MM9LINCRNAEXON11017−	antisense	−	−	−	72543
AK156356	antisense	−	+	+	69277
uc007rjp.1	intergenic	−	+	+	
AK009126	intergenic	−	+	+	

“+” means up-regulated;

“−” means down-regulated.

### The Relationship of LncRNAs with Coding Gene Expression in HF

Among these HF-responsive LncRNAs, 173 upregulated and 284 downregulated LncRNAs (Table S4) are overlapped with protein-coding genes (LncRNA/mRNA gene pairs). 

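Table S4 of the paper holds 457 LncRNAs, and 30 of them could be matched to a probe by name. All 30 changed in the listed direction in the heart. Of these, 1 was detected on both heart arrays and 29 on the brighter array only, so that no ratio is given for these 29.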

We also used mRNA microarray assay to assess changes in gene expression for the gene pairs. In mice with HF, the expression of most sense-overlapping LncRNAs agreed with that of their paired coding gene in heart tissue (OR = 4.9, P = 0.2, Fisher’s exact test) (Fig. 6A), plasma (OR = 2.5, P = 5.6e-4, Fisher’s exact test) (Fig. 6B) and whole blood (OR = 4.0, P = 2.8e-4, Fisher’s exact test) (Fig. 6C). These LncRNAs with changed expression may function in part with the expression of their paired coding gene.

**Figure 6:**
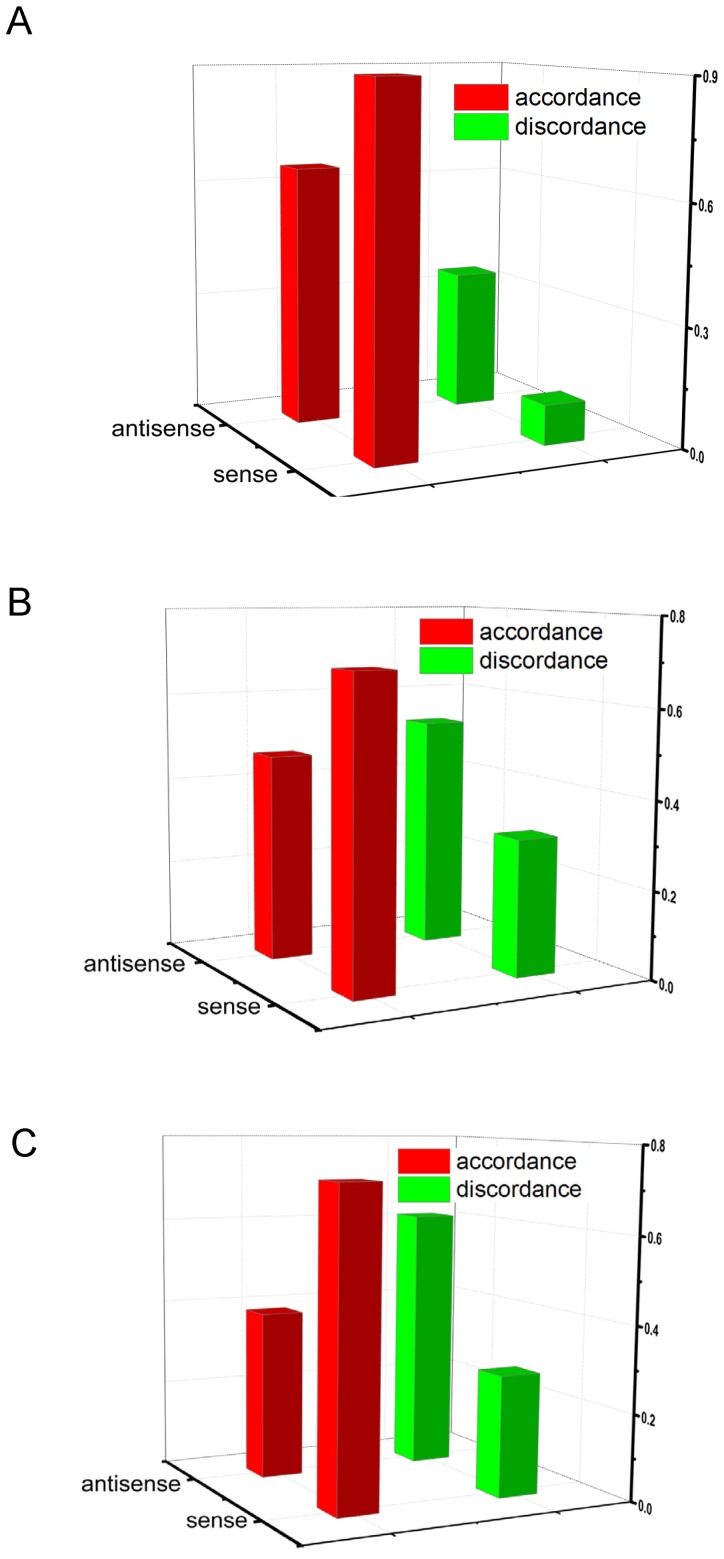
Relationship of expression-deregulation between LncRNAs and their paired protein-coding gene. We analyzed the relationship of expression of LcnRNA and their paired protein-coding gene in heart (A), plasma (B) and whole blood (C). The sense overlap LncRNAs tend to show similar tendency with their paired protein-coding genes (co-upregulation or co-downregulation). Compared with the sense overlap LncRNAs, however, the antisense overlap LncRNAs tend to show reverse tendency with their paired protein-coding genes.

## Discussion

LncRNAs are an emerging class of novel molecules defined as having RNA length >200 bases. Increasing studies have revealed that LncRNAs play an essential role in gene silencing, as trans-regulatory elements affecting multiple gene transcription, as scaffolds for histone modification, enhancers to modify gene expression, participators in genomic reprogramming involved in stem cell differentiation and nucleators to generate the dynamic assembly of the nuclear structure (reviewed in [4]). In the past decades, many works have addressed single LncRNA regulation in the pathogenesis of cancer [26], development [24], neurodegenerative disease [27], and cardiovascular diseases [2]. Recently, some works have also analyzed global changes in LncRNA expression in tissues or cells in stroke [28], adipogenesis [29], and renal clear cell carcinoma [30]. Disordered circulatory homeostasis participates in the pathogenesis, development and prognosis of disease, but the expression of LncRNAs in the circulation system and how their expression changes in disease are unclear. In this study, we globally identified the expression changes in LncRNAs in heart tissue, plasma and whole blood in mice with acute HF induced by isoproterenol, then analyzed the characteristics of LncRNAs with changed expression and possible relationship with coding genes.

In the acute HF mouse model, 518 LncRNAs were upregulated and 908 downregulated in the heart. Intriguingly, the number of LncRNAs with changed expression in plasma or whole blood was almost double that in heart tissue, which suggests that circulatory LncRNAs play an important role in pathogenesis, development and prognosis in HF. As well, large numbers of LncRNAs exist in plasma. This finding leads to the following questions: 1) Where do these LncRNAs originate? 2) Could LncRNAs secrete and how? 3) Why are these LncRNAs stable in plasma? and 4) What is their function?

Here we analyzed the characteristics of LncRNAs with changed expression during HF and found that half of them are intergenic, 40% are sense or antisense-overlapping and less than 10% are bidirectional. The number of LncRNAs expressed and with changed expression both in heart and plasma or whole blood was <10% of the total number, which suggests a different pathological response to HF in heart and blood. We analyzed the alteration in expression of LncRNAs expressed both in heart and plasma and found that the expression of LncRNAs in plasma differed from and even contrasted with that in heart or whole blood. The inverse correlation between deregulated LncRNA expression in plasma and in heart during HF is consistent with our previous observation of blood- and cancer-tissue–born miRNAs also showing an inverse relationship in expression [31]. Thus, plasma LncRNAs may not be just a leakage or passive response of the heart during HF but may be actively released from blood cell or other cells such as bone-marrow hematopoietic stem cells.

More intriguingly, the expression of LncRNAs and mRNAs in heart, whole blood even if normal plasma was negatively associated with their nucleic acid length, whereas the expression of LncRNAs in HF plasma was not correlated with length. Regulation of LncRNAs may be more complicated in HF than normal plasma and involve subtle regulatory functions to maintain the homeostasis or be a biomarker of HF. RNA expression and degradation is more quick than that of peptides or protein, and RNAs, specifically non-coding RNAs, also show multiple functions; thus, non-coding RNAs may act as a sensitive biomarker for diseases such as cancer [32], [33]. Here, we found 32 LncRNAs with expression change greater than two-fold in heart, whole blood and plasma during HF. Because most of these LncRNAs were intergenic (Table 3), their functions are little known, but they may be potential biomarkers of HF, which needs further investigation.

Here, we found that about 40% LncRNAs with changed expression during HF were sense or antisense paired coding genes in heart, whole blood and plasma, so they may regulate overlapped gene transcription. Most of the sense LncRNAs exhibited showed coordinated change in expression with that of transcripts in heart, whole blood and plasma; the expression of antisense LncRNAs agreed with changes in gene transcription in heart, with opposite changes in plasma and whole blood (Fig. 6). Our data suggest that in general, LncRNA expression agreed with that of their paired genes in HF. The results were similar with the finding of LncRNAs (>60%) localized in the promoter of their coding genes in differentiated stem cells [34]. The expression of antisense LncRNAs overlapped and was complementary to that of their paired gene; by interacting with the target transcript, LncRNAs recruit a particular RNase and promote specific cleavage and degradation of the transcript or prevent transcript recognition by RNases and protect the transcript against degradation, thereby increasing the stability of the target RNA [35]. Antisense LncRNAs also act as *cis*-acting epigenetic activators or silencers or as a *trans*-acting chromatin remodelers to regulate transcripts (reviewed in [36]). The opposite transcript regulation relationship between LncRNA and their paired gene in whole blood and plasma might explain in part the LncRNA expression discordance in plasma and whole blood with HF, with LncRNA and mRNA stability in normal plasma. These findings also imply a quick, complicated genomic regulation in heart and circulation during HF; this complex LncRNA expression and stability in plasma may suggest the possibility of LncRNAs in plasma used as biomarkers.

Given that HF is a complex disease, other biological elements at various layers of the biological network should be investigated with LncRNA functions to better understand the mechanism of HF. This study revealed that LncRNAs are an indispensable layer of molecules in HF pathogenesis. LncRNAs are potential signaling molecules with stable and distinct expression in plasma, which may have potential for HF diagnosis and treatment.

## Supporting Information

Table S1 **Primer list of LncRNAs.**
(DOC) Click here for additional data file.

Table S2 **Changed LcnRNAs in heart tissues.**
(XLS) Click here for additional data file.

Table S3 **Changed LcnRNAs in plasma and whole blood.**
(XLS) Click here for additional data file.

Table S4 **Changed LncRNAs Homology to Protein-Coding Genes in the heart.**
(XLS) Click here for additional data file.

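File S1 gives a log2 level of each LncRNA in each of the 6 samples. Quantile normalization of the 2 heart arrays alone gave its heart values for all of the 4326 LncRNAs held here, within a tolerance of 0.01 on the log2 scale. Quantile normalization of the 4 blood arrays together gave 91.1% of its values for control whole blood, 93.8% for HF whole blood, 95.3% for control plasma and 89.2% for HF plasma within that tolerance. Of the LncRNAs held, 98.5% were detected in control heart and 69.2% in HF heart.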

File S1 **Profile of LncRNAs.**
(TXT) Click here for additional data file.

File S2 **Profile of mRNAs.**
(TXT) Click here for additional data file.

# Supplementary material for: Transcriptome Analysis Reveals Distinct Patterns of Long Noncoding RNAs in Heart and Plasma of Mice with Heart Failure
**Source:** PLoS One. 2013 Oct 29;8(10):e77938. doi: 10.1371/journal.pone.0077938
**Supplement:** Table S1 — Primer list of LncRNAs.

| **Sequence** | **Sense Primer** | **Anti-sense Primer** |
| --- | --- | --- |
| **ENSMUST00000041159** | **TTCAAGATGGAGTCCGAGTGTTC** | **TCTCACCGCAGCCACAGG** |
| **ENSMUST00000022467** | **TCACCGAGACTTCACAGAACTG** | **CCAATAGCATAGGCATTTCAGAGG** |
| **NR_033575** | **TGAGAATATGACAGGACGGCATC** | **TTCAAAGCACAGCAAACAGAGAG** |
| **ENSMUST00000117372** | **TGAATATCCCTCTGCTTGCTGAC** | **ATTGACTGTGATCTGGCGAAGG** |
| **ENSMUST00000127429** | **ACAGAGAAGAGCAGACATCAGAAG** | **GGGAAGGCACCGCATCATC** |
| **ENSMUST00000119855** | **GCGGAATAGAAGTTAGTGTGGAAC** | **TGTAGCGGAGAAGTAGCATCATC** |
| **AK020791** | **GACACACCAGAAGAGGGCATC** | **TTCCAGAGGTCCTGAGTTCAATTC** |
| **ENSMUST00000160947** | **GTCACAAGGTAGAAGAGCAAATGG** | **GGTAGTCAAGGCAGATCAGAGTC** |
| **AK139989** | **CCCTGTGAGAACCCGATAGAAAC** | **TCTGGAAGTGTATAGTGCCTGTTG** |
| **AK153778** | **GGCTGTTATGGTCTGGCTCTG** | **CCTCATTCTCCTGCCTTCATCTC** |
| **AK137898** | **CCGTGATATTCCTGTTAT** | **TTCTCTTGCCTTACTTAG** |
| **AK049728** | **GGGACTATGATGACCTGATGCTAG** | **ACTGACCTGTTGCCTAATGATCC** |
| **AK044955** | **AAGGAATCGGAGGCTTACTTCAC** | **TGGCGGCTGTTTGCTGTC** |
| **ENSMUST00000127230** | **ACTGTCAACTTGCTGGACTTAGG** | **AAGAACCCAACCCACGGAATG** |
| **ENSMUST00000142855** | **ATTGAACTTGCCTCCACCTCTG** | **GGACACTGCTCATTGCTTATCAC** |
| **ENSMUST00000143888** | **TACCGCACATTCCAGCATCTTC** | **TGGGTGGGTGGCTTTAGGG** |
| **uc.115-** | **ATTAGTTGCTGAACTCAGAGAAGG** | **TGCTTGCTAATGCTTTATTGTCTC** |
| **AK139454** | **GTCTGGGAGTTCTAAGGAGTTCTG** | **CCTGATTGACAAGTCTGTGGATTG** |
| **NR_028277** | **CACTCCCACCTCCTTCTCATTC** | **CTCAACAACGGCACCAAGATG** |
| **NR_036631** | **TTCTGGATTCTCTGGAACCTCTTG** | **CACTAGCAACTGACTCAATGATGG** |
| **ENSMUST00000120957** | **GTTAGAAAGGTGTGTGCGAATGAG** | **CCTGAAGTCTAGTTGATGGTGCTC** |
| **ENSMUST00000117393** | **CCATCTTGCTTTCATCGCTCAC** | **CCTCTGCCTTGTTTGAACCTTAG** |
| **AK038798** | **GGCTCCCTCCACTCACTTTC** | **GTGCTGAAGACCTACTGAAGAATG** |
| **ENSMUST00000130025** | **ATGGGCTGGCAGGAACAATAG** | **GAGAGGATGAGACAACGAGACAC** |
| **AK036863** | **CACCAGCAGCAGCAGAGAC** | **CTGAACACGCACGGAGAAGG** |
| **uc.184+** | **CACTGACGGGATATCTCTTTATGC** | **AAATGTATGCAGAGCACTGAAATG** |
| **ENSMUST00000167632** | **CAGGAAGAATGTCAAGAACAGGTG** | **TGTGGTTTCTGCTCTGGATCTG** |
| **AK144081** | **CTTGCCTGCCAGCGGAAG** | **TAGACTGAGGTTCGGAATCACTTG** |

How the deposited data were processed for this re-analysis (not part of the article)

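Long noncoding RNA (LncRNA) and mRNA levels were measured in heart, whole blood and plasma of mice given isoproterenol and of control mice, on 6 arrays of mixed RNA, 1 for each condition. The conditions were taken from the sample labels and the paper. The authors' scanner files hold, for each spot, an intensity in a single colour, and the deposited processed signal has the background subtracted by Feature Extraction 11.0.1.1 and is not normalized between arrays. The deposited table of the whole series holds the same intensity values, spot by spot, with 0 spots that differ. The paper states quantile normalization, a detection flag in both samples of a pair and a fold change of 2.0 as its filter.

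Control spots were left out, log2 signals were averaged over the spots of a probe, and the 59729 probes were quantile normalized over the 6 arrays. A probe was detected on an array if it was flagged as well above background on most of its spots and not as a non-uniform or population outlier. A LncRNA probe was counted as changed if it was detected on both arrays of a tissue and differed at least 2-fold. The 6574 probes of lincRNAs and 962 of ultraconserved regions carry names, and this set of 7536 was taken after the files had been examined and set beside the paper's tables. The other LncRNA probes carry an array maker's number only and were left out of the main setting, apart from the length correlations. Of the LncRNAs of File S1 held here, 1620 belong to the set of 7536. The others entered the length correlations and the alternative that takes File S1 as probe set. No class of all changed LncRNAs was held, and few LncRNA and mRNA pairs could be matched, so the shares of classes and the concordance of pairs were not computed. Lengths came from the 4326 LncRNAs of File S1 held here, and names of mRNAs from the 4093 of File S2 held here. Both are parts of longer tables.

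With 1 array per condition there was no replicate, and no test or p value was computed. Errors within an array are those that the authors' software gives for each spot, combined over a pair of arrays. The median of these errors was between 10.5% and 11.4% of the signal on the 6 arrays. Between 25.0% and 47.3% of the probes on an array were detected. Spearman's rho was computed across probes, with 95% intervals from 1000 bootstrap resamples of probes, which cover the sampling of probes only. The steps were tested on simulated pairs of arrays with 200 LncRNA probes changed 4-fold. Of these, 99.0% were recovered in heart among 2372 probes, and 100% in whole blood among 1457 and in plasma among 1952. Unchanged probes called numbered 0, 1 and 1. Each simulated HF array was the control array with only the error within the array added, and its detection was copied from control. The simulation holds no difference between mixtures, arrays or slides and no loss of detection. It checks the steps and gives no error rate for the real calls.

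LncRNAs were named by a rule fixed in advance: those that the paper names, Nppb and Gapdh, and in each tissue the 2 largest rises and the 2 largest falls among LncRNA probes detected on both arrays. Of the 28 LncRNAs of Table S1, 2 could be matched to a probe, and of the 32 of Table 3, 6. Lists of marker genes for erythroid cells, platelets, neutrophils, T cells, cardiomyocytes, fibroblasts, hepatocytes and the eye were written at the same time, with the 2 brightest genes of each to be named. Brightness was later taken as the mean over the 6 arrays, which the rule had not stated. The result of a further list is not reported here.

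The rule for names, the marker lists and the following alternatives were set before the data were examined: scaling to the 75th percentile, quantile normalization within each pair, a normexp background correction with an offset of 50, a weaker detection flag, no detection filter, fold thresholds of 1.5 and 4, probes detected on all 6 arrays, and Pearson's r. For normexp the median intensity of each spot was used in place of the planned mean intensity, which was not used here. Further alternatives were chosen after the data had been seen. Coordinates are those of the paper's tables, counted from 1, on mm9. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, R 4.3.3 and limma 3.58.1.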

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

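All tests in this part on heart transcripts in blood were chosen only after the result was seen, and each value compares single arrays of mixed RNA.

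The mRNA of Nppb, which encodes brain natriuretic protein, was looked at in blood. The paper's text describes it in the heart, and its File S2 lists a level in each of the 6 samples. It was well above background in HF whole blood and HF plasma and not in control whole blood or control plasma. Its level was at least 84.4-fold higher in HF whole blood than in control whole blood and at least 3.15-fold higher in HF plasma than in control plasma. A search was then made over all probes, named or not, that were detected on both heart arrays and on neither array of control blood, 6460 in all. Of these, 23.1% were detected in HF whole blood and 17.3% in HF plasma. These shares have different backgrounds, since 0.583% of negative control spots were well above background in HF whole blood and 12.4% in HF plasma. The criterion written for heart RNA in the HF whole blood mixture, a share over 50%, was therefore not met over all 6460 probes. Most of them were dim, so a small amount of heart RNA would not show there, and presence and absence of heart RNA cannot be told apart by that share. A test added after this outcome took the 646 of these probes that were brightest in HF heart, and gave 93.0% in HF whole blood and 38.5% in HF plasma. However, 281 of the 6460 probes and 198 of the 646 were flagged as well above background in control blood and went undetected there only as outlier spots. These sets therefore hold transcripts that are abundant in control blood, and heart RNA and blood RNA cannot be told apart by their shares. Without such probes, 6179 remained, of which 19.7% were detected in HF whole blood and 14.3% in HF plasma. Of the 617 of them brightest in HF heart, 78.0% (95% Wilson interval 74.5% to 81.1%) were detected in HF whole blood and 13.0% (10.5% to 15.8%) in HF plasma. Their low level in control blood is fixed by how they were chosen, so only HF whole blood and HF plasma can be set against each other here. Over the 6179 probes, levels in HF whole blood followed those in HF heart with a rho of 0.41, and levels in HF plasma with a rho of -0.05. Heart RNA in the HF whole blood mixture is a candidate explanation for these values. Signal spread evenly over the slide is argued against for these 617 probes, since HF plasma lay on the same slide and showed a far lower share. The positions of the arrays on the slide were not examined, so signal from an adjacent array stays open. Whether heart RNA was released into blood in heart failure or entered the sample during collection stays open, as the same animals give both, and the slide differs between HF and control blood.

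MM9LINCRNAEXON10893+ went in opposite directions in 2 tissues, with a log2 fold change of -2.84 in whole blood and 6.43 in plasma. The mRNA of Gapdh did so too at 1 of its probes, with -1.07 in heart and 2.33 in whole blood. A Gapdh probe printed 20 times gave -0.05 in heart and 2.11 in whole blood. These differences between tissues were not tested, since there was 1 array for each condition. A shift between slides common to whole blood and plasma would move both the same way, so it does not by itself give the opposite directions of MM9LINCRNAEXON10893+. The size of each change in blood cannot be told apart from a difference between slides. With the 75th percentile scaling, the first Gapdh probe gave -0.29 in heart and 1.88 in whole blood, and the probe printed 20 times gave 0.48 in heart and 0.66 in whole blood, so these changes depend on the scaling. No biological explanation was tested.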

How the results depend on the processing

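The scheme of File S1, the 75th percentile over probes detected on all 6 arrays, the LncRNAs of File S1 as probe set and the authors' values for length were chosen after seeing the data. The authors' normalized values could not be used as planned, because the deposited values are not normalized, and this alternative was not run. No paired analysis was possible because there was 1 array per condition. No significance threshold applies, as no test was made. A correlation counted as moved when it left the bootstrap interval of the main value, a count when it changed more than 1.5 times.

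No correlation, odds ratio or named fold change of at least 2-fold changed direction under any alternative that was run. Quantile normalization within each pair and the scheme of File S1 moved none of the counts, correlations or the odds ratio. The 75th percentile scaling, over all probes or over those detected on all 6 arrays, moved the correlation of plasma and whole blood changes to 0.158. Rank correlations of profiles and of length do not depend on quantile normalization or scaling, and neither the weaker flag nor the absence of a filter removed any LncRNA with a length, so these settings say nothing about their stability. Detection on all 6 arrays did remove such LncRNAs, and its values are given below.

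Under the normexp background, 33 LncRNAs were higher and 155 lower in heart, 29 changed in all of the 3 tissues, and the odds ratio of heart and plasma was 0.0314. The mean rho of the 10 pairs without HF plasma was then 0.643, and that of control plasma and control whole blood 0.908.

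With the weaker flag, positive and significant, the counts of higher and lower LncRNAs were 231 and 526 in heart, 539 and 706 in whole blood, and 1064 and 571 in plasma, with 147 changed in all of the 3. The rank correlation of changes was then -0.124 for heart and plasma and 0.208 for heart and whole blood. The mean rho of HF plasma was 0.495 and that of control plasma with control whole blood 0.753. With no detection filter the counts were 318 and 739 in heart, 1275 and 1400 in whole blood, and 1699 and 1069 in plasma, with 281 in all of the 3. The rank correlation of changes was -0.103 for heart and plasma, 0.151 for heart and whole blood and 0.0119 for plasma and whole blood, and the mean rho of HF plasma was 0.546, that of the other pairs 0.649 and that of control plasma with control whole blood 0.727. These settings admit probes near background by construction.

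At a threshold of 1.5, 213 LncRNAs were higher and 567 lower in heart and 214 changed in all of the 3. At a threshold of 4, the counts were 20 and 20 in heart, 91 and 147 in whole blood, 294 and 121 in plasma, and 2 in all of the 3, and no odds ratio could be formed. Over probes detected on all 6 arrays, the mean rho of HF plasma was 0.490, that of the other pairs 0.674 and that of control plasma with control whole blood 0.972, and rho of length in HF plasma was -0.0104. Pearson's r gave 0.499, 0.722 and 0.937 for these profiles. Over the LncRNAs of File S1, the other pairs had a mean rho of 0.653 and control plasma with control whole blood 0.955. The cause of these shifts was not tested.

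The share of higher among changed LncRNAs was 25.3% in heart and 41.1% in whole blood in the main setting. The scaling that moved it most in whole blood, to the 75th percentile, gave 31.6%, and in heart the 75th percentile over probes detected on all 6 arrays gave 17.9%. At a threshold of 4 it was 50.0% in heart, where only 40 LncRNAs remained above it. The median log2 fold change of the detected LncRNAs in heart was -0.40 in the main setting and -0.62 with the 75th percentile over probes detected on all 6 arrays. In plasma it was 0.52 and 0.70, and in whole blood -0.16 and 0.07. With no detection filter, which admits probes near background, the median was 0.02 in heart, -0.004 in whole blood and 0.04 in plasma. Of the fold changes of named LncRNAs and genes, 10 of 35 moved by more than their error within the arrays under quantile normalization within each pair, 21 under normexp and 23 under the 75th percentile scaling. The low share of probes above background, and the floor shared by many spots of control whole blood and HF plasma, limit all of these results.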

Differences from the paper's values

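LncRNAs of the lincRNA and ultraconserved sources that changed in heart, plasma and whole blood numbered 69 here, and 6 of the paper's Table 3 could be matched to these sources. Each alternative set before the data were examined that gives such a count differed too, with values between 2 and 281. None of these had the paper's value. Pearson's r and the restriction to probes detected on all 6 arrays gave no separate count. The rank correlation of length and level over the intergenic LncRNAs held here differed from the paper's Table 2 for control heart (size 0.126 here and 0.17 in the paper), HF heart (0.128 here and 0.17 in the paper) and HF whole blood (0.120 here and 0.16 in the paper), all of them negative. The values here cover the part of File S1 that was held, of which nearly all are intergenic. The error used in each comparison was the bootstrap error over all 4326 LncRNAs, and none was computed for the 1584 detected on all 6 arrays. Over these 1584, the sizes 0.152 for control heart, 0.163 for HF heart and 0.131 for HF whole blood lay within that error of the paper's values. The other arrays, which had not differed, then lay farther from the paper's values. Sizes were 0.103 in control whole blood and 0.0979 in control plasma (both 0.14 in the paper). In HF plasma the size was 0.0104 (0.06 in the paper). A smaller set has a wider error, so whether these gaps exceed the sampling of LncRNAs cannot be told. Pearson's r of log2 length and level had sizes of 0.156 in control heart, 0.159 in HF heart and 0.133 in HF whole blood. No array then differed from the paper by the same error. The paper's values are Spearman correlations, so this measure is unlike them and does not settle the differences. With the normexp background, control heart, HF heart and HF whole blood still differed. The scalings, the quantile normalization within each pair, the weaker flag and the absence of a filter leave these rank correlations unchanged by construction, so these differences stand under them too, and the fold thresholds do not apply to them.

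The paper states that HF plasma correlated less with the other samples than those did with each other. Here this held for the mean, while rho of HF plasma with control plasma, 0.53, lay above that of HF heart with control whole blood, 0.48. The numbers of changed LncRNAs of these sources lay within 1.5 times those listed by the paper in the main setting. In heart this did not hold with quantile normalization within each pair (133 higher here and 77 in the paper, 372 lower here and 228 in the paper). The counts were the same in the scheme of File S1, which was chosen after seeing the values. For the higher ones it did not hold with the 75th percentile scaling (144) or the normexp background (33). For the lower ones it did not hold with the 75th percentile over probes detected on all 6 arrays (445), also chosen after seeing the values. With the weaker flag and with no filter it held for no count in any tissue, and with the other fold thresholds for some counts in blood only. Of the 1722 changes called here 86 were among the paper's 1455 listed entries. With no detection filter, all 1455 listed entries changed at least 2-fold in the listed direction.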

Other observations

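Tests of the slide on control plasma and on the length correlation, of blood cell RNA on the inverse relation of heart and plasma changes, of noise on dim probes in the profile of HF plasma, and of the rule of the paper's lists were chosen only after the results were seen. The other tests in this part were written before their results were seen.

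The profile of control plasma was close to that of control whole blood, with a rho of 0.88. A shared slide does not account for this alone, since HF plasma and HF whole blood, which also shared a slide, had a rho of 0.424. The median level of each list of blood cell markers reported here was close in both controls. Control plasma minus control whole blood was -0.13 on the log2 scale for 6 erythroid genes, 0.37 for 2 platelet genes, 0.38 for 4 neutrophil genes and 0.467 for 2 T cell genes, the largest difference. The 2 brightest erythroid genes by the mean over the 6 arrays, Hba-a1 and Hbb-b1, lay at 17.58 and 17.64 in control whole blood and 17.53 and 17.58 in control plasma, against 13.49 and 7.70 in HF plasma. S100a9 and Camp, the brightest neutrophil genes, lay at 9.77 and 8.00 in control plasma and 11.92 and 11.89 in HF plasma. Gp5 and Gp1bb lay at 13.22 and 8.66 in control plasma and 6.01 and 7.12 in HF plasma, and Cd3e and Cd8a at 9.16 and 4.73 against 9.24 and 5.84. Control plasma minus control whole blood was as small for the cardiomyocyte list (-0.03) and the eye list (0.30), but 1.42 for the fibroblast list. Closeness of a list alone therefore does not point to blood cells. A candidate explanation is that the control plasma carried RNA of blood cells. The comparison of HF plasma with control plasma may then in part compare plasma with blood. This is a hypothesis, since File S2 was held only in part and there was 1 array per condition.

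Levels of the other lists are given for single genes. By the mean over the 6 arrays, Myh6 and Actc1 were the brightest cardiomyocyte genes, although an Atp2a2 probe was brighter than both in heart. The Myh6 probe was brighter in control whole blood (14.47) than in control heart (10.88), so its level does not follow the heart. Actc1 lay at 15.73 in control heart, 12.99 in HF whole blood and 5.64 in control whole blood, where it was not well above background. Among fibroblast genes, Dcn lay at 11.63 in HF whole blood and 10.60 in control whole blood, and Lum at 9.65 and 4.27, the last not well above background. Of the eye genes, Bfsp1 lay at 9.78 and 9.91 and Mip at 7.61 and 6.46. No hepatocyte gene was held.

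The inverse relation of heart and plasma changes was examined further. Dim probes are argued against, since rho was -0.309 over probes detected on all 6 arrays. Whether blood cell RNA in control plasma and HF heart contributed cannot be told apart from other causes. The partial rho with control whole blood minus control heart held fixed was -0.269 (95% bootstrap interval -0.33 to -0.20), but that difference had a rho of only -0.05 (-0.12 to 0.02) with the heart changes, so holding it fixed could hardly move the value. Of the lists of blood cell markers reported here, the erythroid list changed by 1.46 in heart and -9.88 in plasma, the platelet list by -1.67 and -4.37, the neutrophil list by 4.06 and 3.17 and the T cell list by 0.87 and 0.59. A slide difference between the plasma arrays cannot be told apart from heart failure. Heart changes had a rho of -0.515 with HF plasma minus HF whole blood, which shared a slide. By the criterion written before, a value that stays negative argues against the slide. It is left open here, a judgement made after the value was seen, because HF whole blood may carry heart RNA, which alone would lower this value. A biological difference between heart and plasma stays open and untested.

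The weak length correlation of HF plasma remained over probes detected on all 6 arrays (-0.0104), which argues against dim probes, and the other arrays of its slide had values of at most -0.120, which argues against the slide. The distance of HF plasma from the other profiles also remained over such probes, with a mean rho of 0.490, against noise on dim probes as its cause. Both may be biological or may follow from how the RNA of HF plasma was obtained, which was not tested.

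In the heart, the log2 fold change of Nppb mRNA was 2.70, or 6.49-fold higher in HF. It depended on normalization and was 1.86 with quantile normalization within each pair and with the scheme of File S1.

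The rule behind the paper's lists was sought in 36 combinations of 4 normalizations, 3 statistics and 3 detection rules. The combination with the fewest unlisted LncRNAs beyond the least extreme listed one was the ratio of log2 values, in the scheme of File S1, with the brighter array well above background. It left 67 such LncRNAs, against 977 for the difference of log2 values. A fold taken as that ratio with a threshold of 2.0 was argued against, since 618 of the 1455 listed entries, or 42.5%, lay below it, and the smallest listed ratio varied from 1.50 to 1.95 between lists. The rule stays open.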
